A study of Solanum lycopersicum with 28 samples. Its data were reported in "An atlas of the tomato epigenome reveals that KRYPTONITE shapes TAD-like boundaries through the control of H3K9ac distribution" (2024).

How the data were processed

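Chromatin immunoprecipitation followed by sequencing (ChIP-seq) recovers the DNA that is bound to a protein, or to a histone carrying a given modification, by means of an antibody. It was applied to leaves of tomato (Solanum lycopersicum) plants of the cultivar M82, wild type, aged 4 weeks and grown at 24 °C with 16 h of light per day. Per the labels, each of 27 antibody targets was represented by 1 library, and a further library came from the Input, chromatin that went through no immunoprecipitation. The targets were 26 histone modifications, of which 13 were acetylations and 13 were methylations, and RNA polymerase II (Pol2). Libraries were made from 10 ng of DNA and read from 1 end for 75 bp. A mark name gives the histone, the lysine and the modification, so that H3K9ac is acetylation of lysine 9 of histone H3.

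According to the methods of the study, the authors trimmed the reads with Trimmomatic, aligned them with Bowtie2 to version 1 of the M82 genome, removed duplicates and poorly placed alignments, and called peaks with MACS2. The caller ran in a sharp mode and in a broad mode, the latter of which joins neighbouring enriched stretches. The deposited files were 28 peak lists, 17 in the narrow format of the sharp mode and 11 in the broad format. Per the labels each list belongs to 1 library, replicate 1 of its target. The methods of the study give 2 biological replicates per condition, and whether a list without a replicate tag in the name of its file pools them is not given, so that n = 1 describes the labels. Whether a given list was called against the Input library is not given in the sources used here, although the name of the H3K4me1 file includes the word Input. For every peak the authors gave a fold enrichment, which is the ratio of the read pileup to the local background, and the −log10 of a Poisson p-value and of a q-value. In broad lists these values are averages over the peak. The narrow lists held peaks down to a p-value of about 0.05, whereas the broad lists reached about 0.1, the looser limit with which the broad mode joins neighbours.

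The lists carry no read totals, so the depth of each library is unknown. A relative measure was recovered from the lists. MACS2 computes the fold as the pileup plus 1 over the background plus 1, and the p-value from a Poisson distribution with that background, so both quantities can be solved from the deposited fold and −log10 p-value of a peak. Peaks with a −log10 p-value of 200 or more were left out of this step. The solved pileup was a whole number, to within 0.02, for at least 99.99% of the peaks in each narrow list except Pol2, where this held for 3.85%. The Pol2 values instead follow from pileups in whole multiples of 0.756, with the p-value taken from the whole part. That step was fitted on a part of the peaks after the data were seen, and a first search stopped short of it. The solved pileup and background of Pol2 are thus scaled and inexact, are no read counts, and are not comparable in size with those of other lists. Broad lists gave averages and their solved pileups are approximate. The 1st percentile of the solved background served as the floor that a library of that depth and fragment length gives. It ranged from 1.74 reads in the H3K56me2 list to 11.6 reads in the H3K27ac list. Since no read counts were given, counting intervals were computed only for shares of peaks.

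Peaks with a fold above 1.5 were kept. The filter of the study also had a p-value of 0.05, which narrow lists already meet and which was applied to the broad lists as an alternative, and a pileup above 36, which the columns do not hold. The 12 chromosomes were divided into bins of 150 bp, and a bin was called occupied by a target when its centre lay in a peak. Chromosome length was taken as the largest peak end in any list, which summed to 802 Mb. Peaks on the chloroplast, mitochondrial and unplaced sequences entered no comparison. Co-occupancy of a pair of targets was expressed as the log2 odds ratio of the 2 by 2 table of bins, with 0.5 added to each cell. Its two-sided test was a circular permutation that rotated 1 list around the joined chromosomes in steps of 7000 bins (1.05 Mb), which gave 763 rotations and a smallest possible p-value of 0.00262. Benjamini-Hochberg adjustment covered the 351 pairs. Such a test compares 2 lists with each other and carries no information on the variation between plants, because each target had 1 library.

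The classes euchromatin (19 targets), facultative heterochromatin (2 targets) and constitutive heterochromatin (6 targets) are those of the study. The mean log2 odds ratio of pairs within a class was compared with that of pairs of different classes by a one-sided permutation test with 100000 reassignments of the class names. For 5 less studied methylations, the mean with constitutive heterochromatin targets was compared with that with euchromatin targets by an exact permutation test. The terminal zone was the outer 10% at each end of a chromosome and the central zone its middle 50%. Class means of the log2 ratio of the occupied shares of these zones were compared by an exact permutation test, and those of acetylation and methylation targets by a permutation test with 100000 resamples. Domains of H3K9me2 were peaks joined across gaps of up to 10 kb and at least 50 kb long, with flanks of 10 kb. H3K9ac peaks counted as shared with another list when at least 50% of their length was covered, with a Wilson interval at 95% confidence that covers counting error only. Within windows of 1 Mb, a Mantel-Haenszel odds ratio was computed with an interval from 1000 bootstraps of the windows.

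The items named in the text followed a rule written before the data were examined. They are the peaks with the highest fold and the greatest length of Pol2, H3K9ac, H3K27me3 and H3K9me2, 8 pairs of targets chosen from the questions of the study, the 3 highest and 3 lowest pairs, the best partner of each less studied methylation, and the lists at the extremes of each measure. Lists named elsewhere were chosen after their values were seen. No gene is named, since an annotation of the M82 genome was not used here, and no coordinate was converted to another genome.

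Alternatives fixed in advance were all deposited peaks, a fold above 2, a q-value under 0.05, a solved pileup above 36, the 20000 best peaks of every list, removal of peaks with at least 50% of their length in Input peaks, 1 kb bins, bins of the terminal or the central zone, broad lists, other zone limits of 5% and 20%, domains of at least 20 kb with gaps of up to 5 kb, flanks of 5 kb, and shared lengths of 1 bp or 80%. A list entered an alternative with at least 100 peaks. A p-value under 0.05 in every list, the lists with a replicate tag in the name of their file, narrow lists, and bins over 1 kb from Input peaks were added after the data were seen. The last was added because removal of Input peaks took out few peaks, from 0.115% of H3K9me2 to 12.9% of H4K20ac. On simulated lists, 4.5% of 200 independent pairs had a p-value under 0.05, and 100% of 200 pairs made with a known enrichment were detected, with a mean log2 odds ratio of 2.00. These lists were shorter than the genome, with 1080000 bins each. Their domains were placed independently, and the enriched partner was drawn bin by bin. Real lists share a layout of arms and centres, so these rates need not hold for them. All of the 3982 simulated pileups were recovered to within 0.02. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.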

Results

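The 28 peak lists described 27 immunoprecipitated targets and the Input in leaves of M82 tomato, with 1 library per target and no replicate among them. Differences below are therefore differences between lists, tested against the arrangement of peaks along the genome or against reassignment of the targets, not against the variation between plants. H3K4me1 had the fewest deposited peaks (30668) and H3K56me2 the most (385118). After the fold filter of 1.5, the lists held from 21602 peaks (H3K27me3) to 381349 peaks (H3K56me2). Pol2 kept 69230 peaks, H3K9ac 77270, H3K9me2 57699 and the Input 345153. The fold and the p-values are those of the authors, given per peak. Median fold ranged from 1.56 for H3K27me1 to 4.03 for H3K4me3, and the median peak width from 118 bp for Input to 3405 bp for H3K9me2. The ends of both ranges differ in peak format, as H3K27me1 and H3K9me2 are broad lists.

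Lists differed widely in how many peaks passed a false discovery threshold. At a q-value under 0.05 together with the fold filter, 93.3% of the deposited Pol2 peaks, 91.1% of the H3K9ac peaks, 49.3% of the H3K9me2 peaks and 22.7% of the H3K27me3 peaks remained. H3K27ac had the highest share (94.6%). In H3K56me1 97 peaks passed (0.0480%), and H3K14me1, H3K23me1, H3K27me1 and H3K56me2 retained 116, 110, 109 and 229 peaks. Among the Input peaks 1.98% passed. The q-values and folds of broad lists are averages over the peak, so these shares are not the same measure in both formats. Within broad lists they ran from 0.0480% (H3K56me1) to 51.1% (H4K5ac). With the pileup above 36, the same 5 constitutive heterochromatin lists held between 24 and 53 peaks, and of H3K9me2 100 peaks were left. On the 12 chromosomes, the bins occupied ranged from 4.66% for H3K56ac to 41.8% for H3K9me2. Pol2 occupied 9.31%, H3K9ac 9.34%, H3K27me3 6.38% and the Input 5.96%. Any constitutive heterochromatin target was found in 68.2% of the bins, any euchromatin target in 40.8%, and no target in 8.85%.

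The lists also fell into 2 technical kinds. In 5 of the 27 target lists (Pol2, H3K4me1, H3K9ac, H3K36me3 and H3K9me2) the name of the deposited file lacked a replicate tag. Their longest peaks measured from 25631 bp (H3K9ac) to 278101 bp (H3K9me2), whereas those of the other 22 lists measured from 3424 bp (H3K4ac) to 12807 bp (H3K14me1). Peak format followed the class as well, since all 8 heterochromatin lists were broad and 16 of the 19 euchromatin lists were narrow. Comparisons between classes are accordingly given within these kinds too.

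The first comparison asked whether targets of the same chromatin class occupied the same sequence. The mean log2 odds ratio was 4.06 over 187 pairs of the same class and -2.43 over 164 pairs of different classes, a difference of 6.48 (one-sided permutation test, p = 1e-05, the smallest that 100000 reassignments can give). Restriction to the 11 broad lists moved this difference most, to 3.25 (p = 0.000649, exact permutation test). Among the 22 lists with a replicate tag it was 6.54 (permutation test, p = 1e-05). Euchromatin pairs averaged 4.28 ± 2.32 (SD, 171 pairs) and constitutive heterochromatin pairs 1.70 ± 0.76 (SD, 15 pairs). The 114 pairs of a euchromatin with a constitutive heterochromatin target averaged -3.73 ± 3.61 (SD). Of these, 105 were depleted and 8 enriched at an adjusted p-value under 0.05 in the circular permutation test. The enriched pairs all involved H3K36me3 or H3K23me3. The highest was H3K36me3 with H3K9me2 (0.70), where 51.4% of the H3K36me3 bins lay in H3K9me2 peaks. The 2 facultative heterochromatin targets differed from each other. H3K27me3 averaged 1.92 ± 1.69 (SD, 19 pairs) with euchromatin and -3.92 ± 2.46 (SD, 6 pairs) with constitutive heterochromatin targets, whereas H3K27me2 averaged 0.56 ± 0.48 (SD, 19 pairs) and 0.60 ± 0.32 (SD, 6 pairs).

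**Figure D1:**
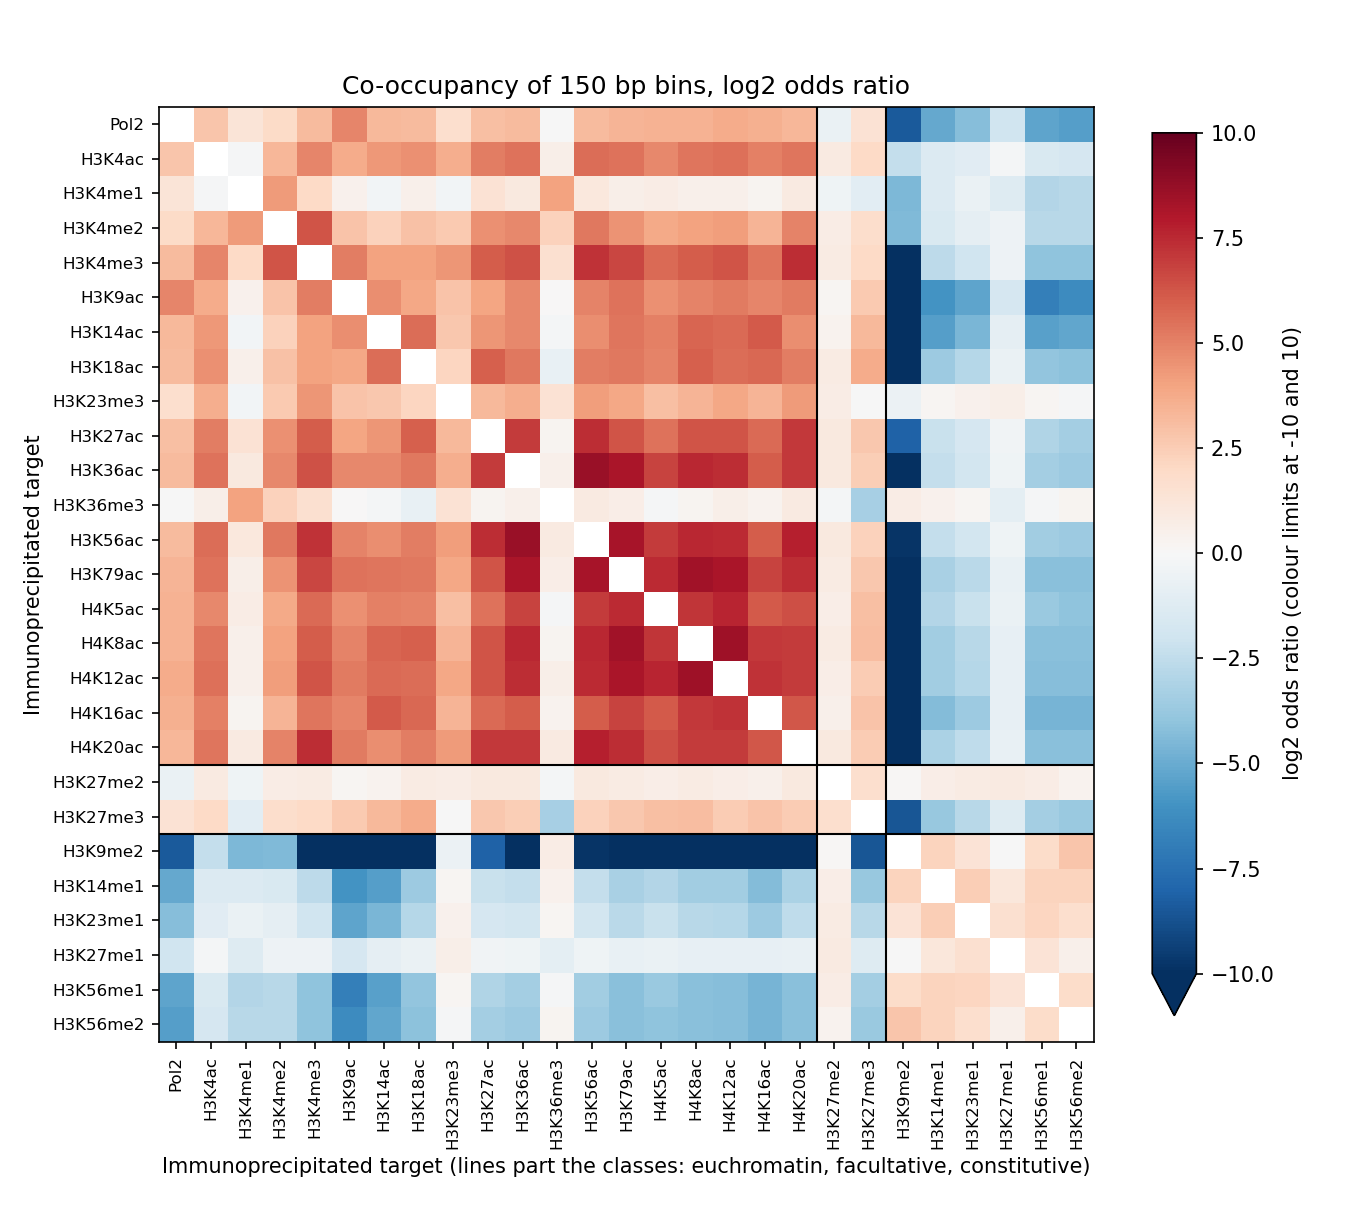
Heatmap of the log2 odds ratio of co-occupancy for all 351 pairs of the 27 targets over bins of 150 bp, with both axes ordered by class and black lines between the classes. Red pairs shared bins more often than independent lists would and blue pairs less often, and values below -10 share the darkest blue, which is confined to pairs with H3K9me2.

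Of the 351 pairs, 215 were enriched and 119 depleted at an adjusted p-value under 0.05 in the circular permutation test, which rotates a list along the genome, and 17 were neither. The pileup filter moved the depleted count most, to 21 of 210 pairs, while the enriched count was then 171. As a share of the pairs tested, the q-value filter left fewer depleted, with 24 of 325. The 3 highest log2 odds ratios were those of H3K36ac with H3K56ac (8.67), H4K8ac with H4K12ac (8.46) and H3K79ac with H4K8ac (8.38), each with an adjusted p-value of 0.00284 and positive on all 12 chromosomes. The 3 lowest all involved H3K9me2, namely -15.72 with H3K14ac, -14.75 with H3K9ac and -13.99 with H4K8ac. These pairs shared 5, 15 and 17 bins, and were negative on all 12 chromosomes with an adjusted p-value of 0.00284.

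H3K9ac, H3K27me3 and H3K9me2 were compared because the study used them to represent euchromatin, facultative heterochromatin and constitutive heterochromatin. The H3K27me3 list carries the replicate tag and the other lists do not, so its pairs cannot be examined within 1 technical kind. H3K9me2 was depleted of H3K27me3 too (-8.57, circular permutation test, adjusted p = 0.00284), sharing 722 bins with it. H3K9ac and H3K27me3, by contrast, were enriched in the same bins (2.62, circular permutation test, adjusted p = 0.00284), with values per chromosome from 2.18 to 2.99. Of the 77270 H3K9ac peaks on the 12 chromosomes, 2 were covered by H3K9me2 over at least 50% of their length (0.00259%, Wilson interval 0.00071% to 0.00944%). By H3K27me3 26.3% were so covered (interval 26.0% to 26.6%), and by the Input 2.69% (interval 2.58% to 2.81%). The Input value is no background for the others, because Input peaks (median 118 bp) are too short to cover 50% of most H3K9ac peaks (median 589 bp). At an overlap of 1 bp the share was 43.8% with Input and 32.9% with H3K27me3.

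Pairs with Pol2 addressed the degree of methylation of H3K4. In circular permutation tests the log2 odds ratio with Pol2 was 3.20 for H3K4me3 (adjusted p = 0.00284), 1.92 for H3K4me2 (adjusted p = 0.00284) and 1.296 for H3K4me1 (adjusted p = 0.0495). Each was positive on all 12 chromosomes. In the terminal zone alone H3K4me1 with Pol2 was negative (-0.81) and H3K4me2 with Pol2 did not pass the threshold (0.070). In the central zone they reached 2.95 and 3.41. Only H3K4me1 shares its technical kind with Pol2. H3K4me2 with H3K27me3 was positive over all bins (1.75, circular permutation test, adjusted p = 0.00284) and negative in the terminal zone (-0.44). H4K12ac with H4K20ac, whose antibodies carry the same catalogue number in the labels, reached 6.99 (circular permutation test, adjusted p = 0.00284), which ranked 23 of 351. No peak had identical limits in both lists.

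The study assigned 5 less studied methylations to a class, and their partners were examined here. It based the classes on immunolocalization in nuclei and on these same ChIP-seq experiments. The tests below are therefore no independent check of the classes. H3K23me3 had a mean log2 odds ratio of 0.11 with 6 constitutive heterochromatin targets and of 3.01 with 18 euchromatin targets, a difference of -2.89 (exact permutation test, p = 4.46e-05), and its highest partner was H3K4me3 (4.41). The other 4 had higher means with 5 constitutive heterochromatin targets than with 19 euchromatin targets. The difference was 4.90 for H3K14me1, 4.14 for H3K23me1, 5.45 for H3K56me1 and 5.41 for H3K56me2 (exact permutation tests, p = 2.35e-05 each, the smallest possible; Benjamini-Hochberg over 5 tests 2.94e-05). H3K14me1 and H3K23me1 were the highest partners of each other (2.48), H3K56me1 had its highest value with H3K14me1 (2.26) and H3K56me2 with H3K9me2 (2.79). Under the q-value filter the difference for H3K14me1 moved most, to 14.75, but there the 5 lists held between 10 and 42 peaks each on the chromosomes. Within broad lists the differences for these 4 marks stayed positive, from 2.85 to 4.09, and within lists with the replicate tag from 4.20 to 5.40.

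Position along the chromosomes was compared next, since the study related polymerase and permissive marks to chromosome arms. H3K9ac had the highest log2 ratio of terminal to central occupancy (3.62, with 27.3% of terminal and 2.22% of central bins occupied), followed by Pol2 (3.59). H3K9me2 had the lowest (-2.54, with 9.77% and 56.7%). All of these lists lack the replicate tag, so their extreme values cannot be told apart from their technical kind. Acetylation lists with the tag ranged from 1.42 (H3K4ac) to 2.76 (H4K20ac). H3K36me3, also without the tag, lay at 0.47. H3K27me3 lay at 2.04 and the Input at 0.63. The mean was 2.32 ± 0.78 (SD, n = 19) for euchromatin targets and -1.66 ± 0.65 (SD, n = 6) for constitutive heterochromatin targets, a difference of 3.98 (exact permutation test, two-sided, p = 5.65e-06, the smallest possible). It was 3.45 within broad lists (exact permutation test, p = 0.0119, the smallest possible) and 3.72 within lists that carry the replicate tag (exact permutation test, p = 6.45e-05). The pileup filter moved it most, to 8.35 (exact permutation test, p = 0.05, the smallest possible), where H3K9me2 with 100 peaks was the only constitutive list. With the q-value filter, where 4 of the 5 constitutive lists with few significant peaks entered, no difference was detected (-0.090, exact permutation test, p = 0.857). Acetylation targets averaged 2.41 ± 0.48 (SD, n = 13) and methylation targets 0.089 ± 1.95 (SD, n = 13), a difference of 2.32 (permutation test, p = 0.00041). The difference was 2.27 within lists that carry the replicate tag (permutation test, p = 0.00064). It did not hold within a peak format, as 12 acetylation and 3 methylation lists in narrow format differed by 0.27 (exact permutation test, p = 0.481). The broad format held 1 acetylation list. With the q-value filter no difference was detected (-0.034, permutation test, p = 0.963).

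**Figure D2:**
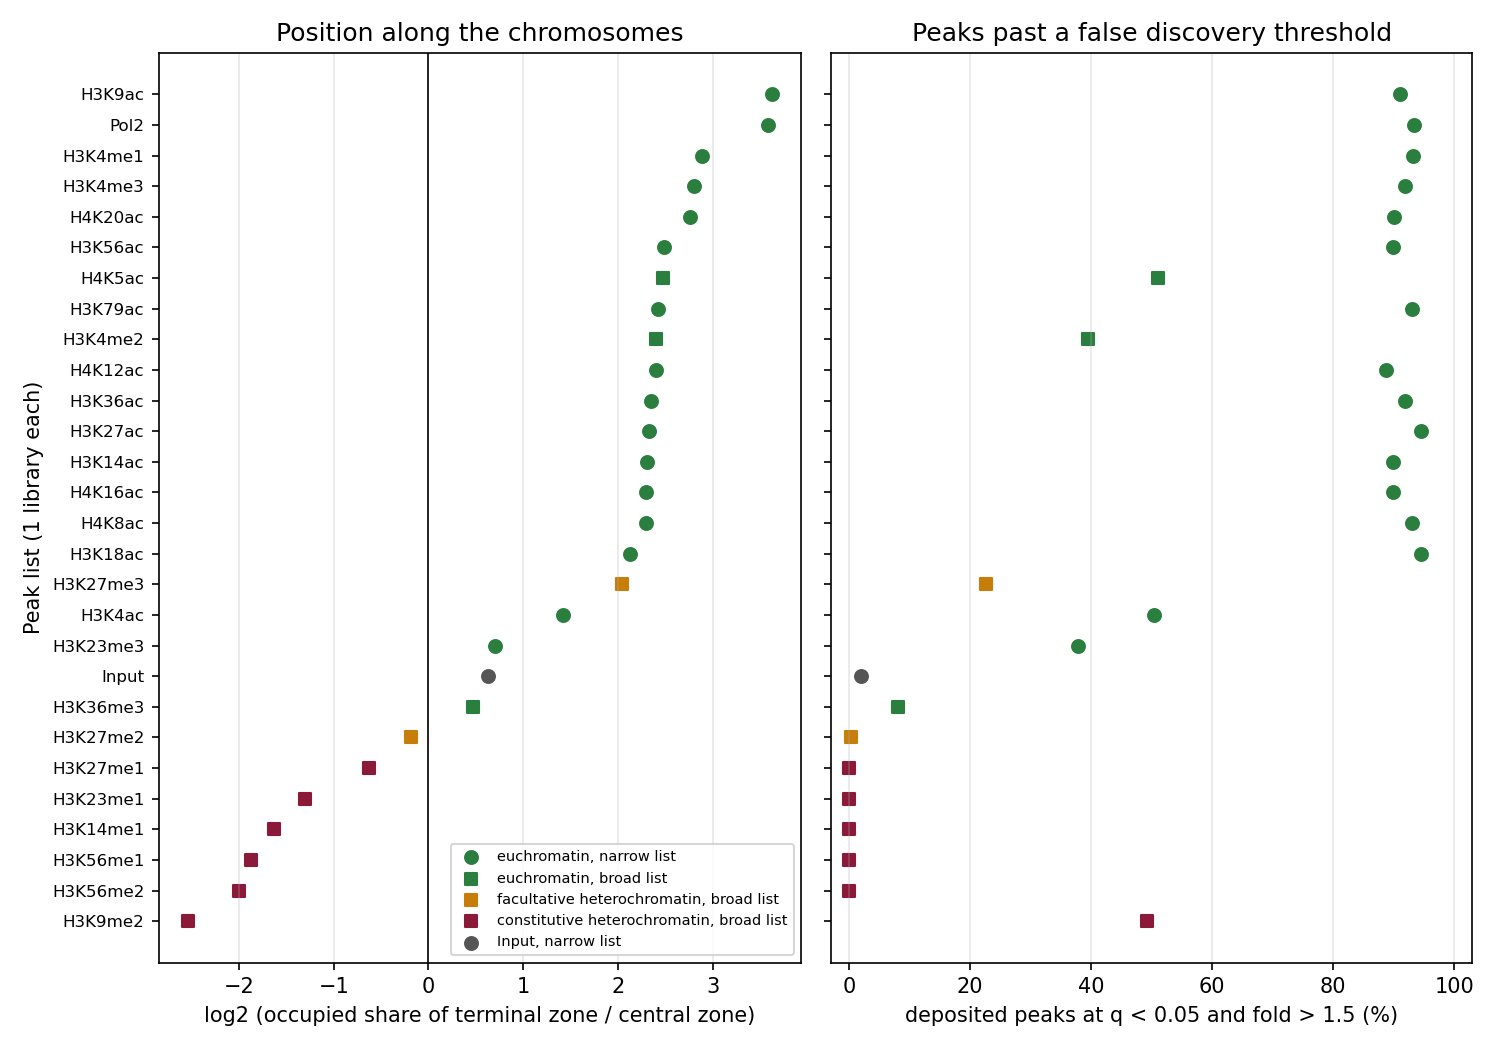
For each of the 28 lists (1 library each), the left panel plots the log2 ratio of the occupied share of terminal over central bins and the right panel the percentage of deposited peaks with a q-value under 0.05 and a fold above 1.5, with colour for the class and shape for the peak format. The constitutive heterochromatin lists lie between -2.54 and -0.63 on the left, below every euchromatin list, and 5 of those 6 lie under 0.1% on the right. The q-values of broad lists are averages over the peak.

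**Figure D3:**
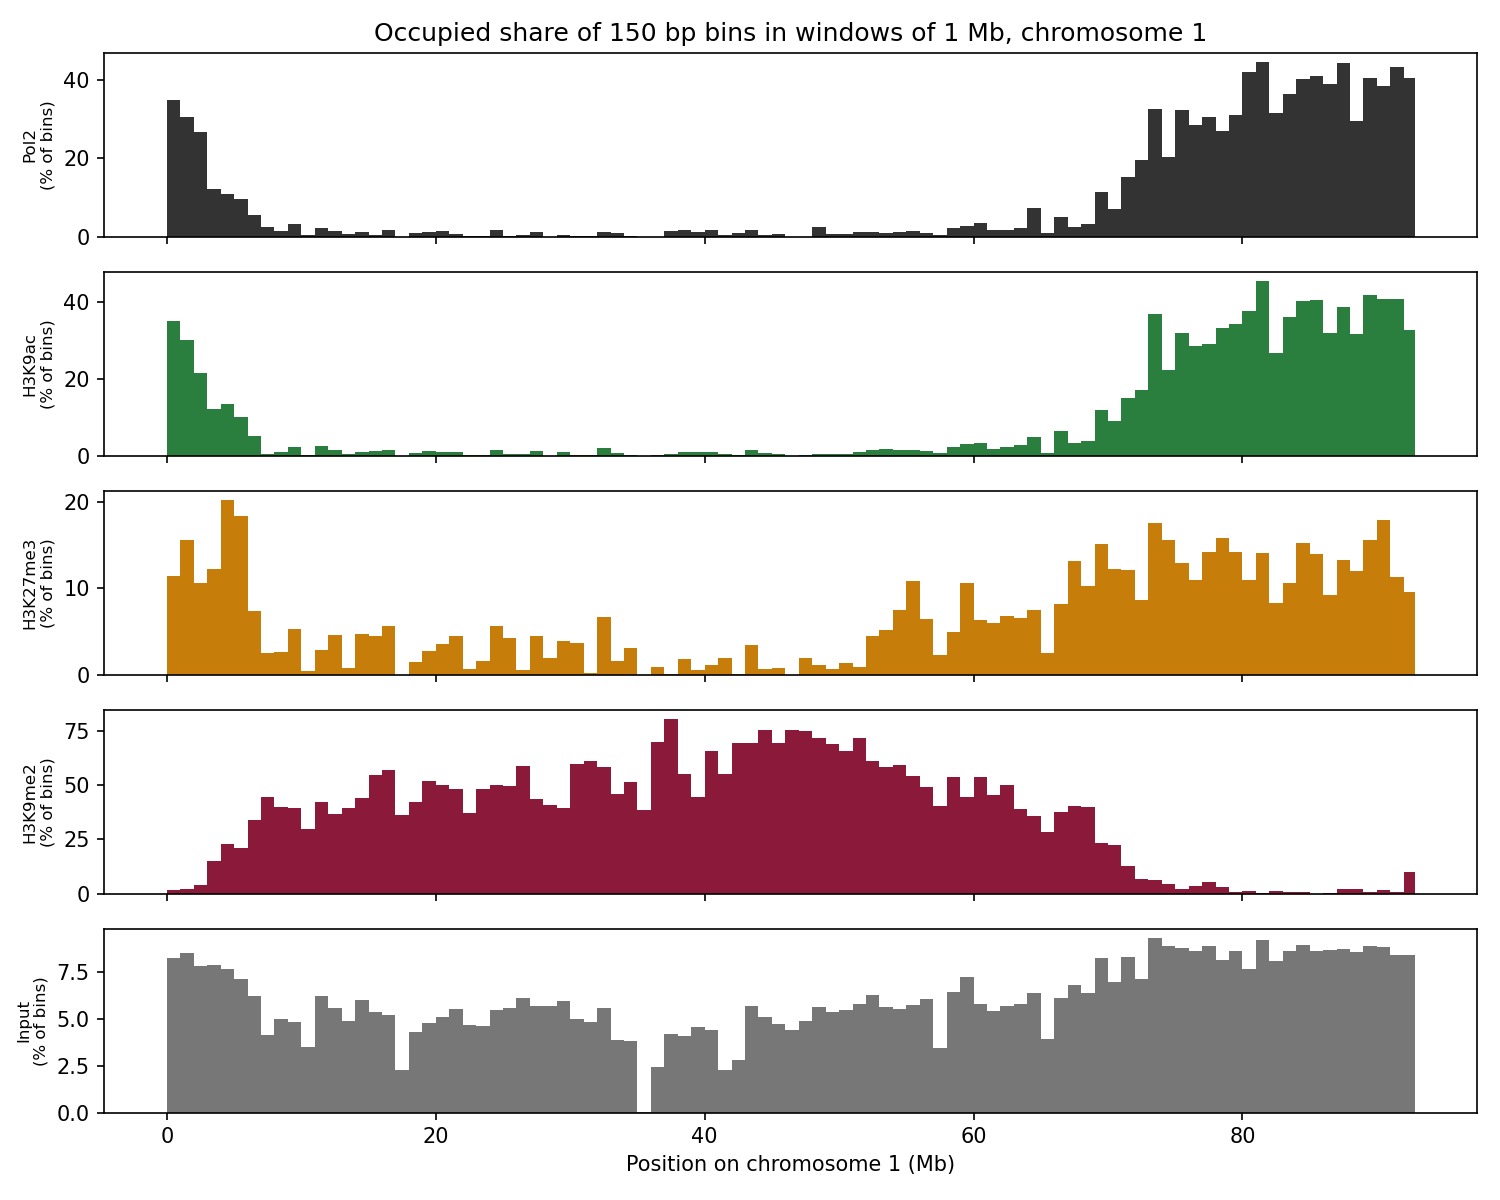
Percentage of 150 bp bins occupied by Pol2, H3K9ac, H3K27me3, H3K9me2 and Input in windows of 1 Mb along chromosome 1, the longest chromosome, with a separate vertical scale for each list. The Pol2 and H3K9ac bars peak at 44.6% and 45.5% in the window that starts at 81 Mb, and the H3K9me2 bars at 80.5% in the window that starts at 37 Mb.

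The edges of H3K9me2 domains were examined because the study placed H3K9ac at the borders of structures rich in H3K9me2. The study saw those structures in maps of contacts between sequences (Hi-C), which were not used here. The domains below are joined H3K9me2 peaks, and their edges need not be those borders. They are therefore no check of that claim. The 2491 domains had a median length of 106 kb and covered 46.3% of the genome. Of the bins inside domains 0.342% were occupied by H3K9ac, against 5.69% in the flanks of 10 kb and 9.34% over the whole genome. The log2 ratio of flank over inside was 4.06 (circular permutation test, two-sided, p = 0.00262, the smallest possible), and lay between 3.63 and 4.44 on the 12 chromosomes. Since domains consist of H3K9me2 peaks, this ratio largely restates the absence of H3K9ac from those peaks, and the flanks held less H3K9ac than the genome as a whole. The pileup filter moved it most, to 6.62, with 10 domains left. H3K9ac occupied 4.69% of bins at 0 to 5 kb outside the edge, 6.44% at 5 to 10 kb, 4.51% at 10 to 20 kb and 3.94% at 20 to 50 kb. Pol2 followed a similar course, from 4.95% to 6.84%, 5.03% and 4.18%. The Input varied from 7.27% at 0 to 5 kb to 5.73% at 20 to 50 kb, and fell from 7.19% to 6.09% at 10 kb. Because gaps of up to 10 kb were joined, the first 10 kb outside an edge hold no H3K9me2 peak by definition. Further out such peaks can recur. The fall beyond 10 kb is thus no evidence that H3K9ac gathers at the edges.

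Positions are given in version 1 of the M82 genome, counted from 1. The Pol2 peak of the highest fold (20.2) lay on chromosome 4 from 40029318 to 40037692, and H3K9ac covered 87.6% of it. The longest Pol2 peak (39716 bp) lay on chromosome 2 from 46906265 to 46945980, covered by H3K9ac over 4.61% and by H3K9me2 over 9.08%. H3K9ac reached its highest fold (33.5) on chromosome 12 from 4602076 to 4605515, entirely within Pol2 peaks, and its longest peak (25631 bp) lay on chromosome 6 from 49892356 to 49917986, covered by Pol2 over 96.2%. The H3K27me3 peak of the highest fold on the chromosomes (5.88) was short (305 bp) and lay on chromosome 3 from 2509143 to 2509447, outside the peaks of the other 3 targets. The longest H3K27me3 peak on the chromosomes (9286 bp, chromosome 12 from 1772742 to 1782027) had a fold of 1.55 and was covered by H3K9ac over 71.0%. Both named H3K9me2 peaks lay on chromosome 6, the one of the highest fold (4.85) from 5259216 to 5350345 and the longest (278101 bp) from 15154300 to 15432400, and neither overlapped Pol2, H3K9ac or H3K27me3.

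Input peaks were not spread evenly over the lists. The log2 odds ratio with Input was highest for H3K27ac (2.41) and lowest for H3K9me2 (-1.06), each with an adjusted p-value of 0.00307 over the 27 targets. It was 1.06 for Pol2, 1.14 for H3K9ac and 1.08 for H3K27me3 (circular permutation tests, adjusted p = 0.00307 each). In the 43.3% of bins over 1 kb from Input peaks, an alternative chosen after the data were seen, the difference between same and different classes was 6.80 (permutation test, p = 1e-05). Sequence to which no reads can be placed collects among these bins and can raise such values, so only the sign is compared.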

Values the study reported

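The study reported the distribution of 26 histone modifications and RNA polymerase II across the tomato genome and derived 16 chromatin states from them. For the chromatin states it selected peaks with a p-value cutoff of 0.05, a pileup above 36 and a fold change above 1.5. Among genes that were not expressed it described a signature rich in heterochromatin marks for 21% of genes and a signature tied to H3K27me3 for 8%.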

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

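The Input was the control for signal outside the 12 chromosomes. The tests in this part, on peak format and on contact with Input peaks, were chosen only after the result had been seen. The lists also hold peaks on 238 unplaced sequences, which span at least 4.78 Mb, and on the chloroplast (129 kb) and mitochondrial (446 kb) sequences, none of which entered the comparisons of the report.

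On the unplaced sequences, 11 lists covered a larger share than the Input (1.04%). H3K9me2 covered most, with 17.6%, followed by H3K56me2 with 13.2%, H3K56me1 with 10.5%, H3K14me1 with 10.4%, H3K23me1 with 8.94%, H3K36me3 with 7.93%, H3K27me1 with 6.13%, H3K27me2 with 4.61%, H3K4me2 with 1.35%, H3K23me3 with 1.26% and H3K27me3 with 1.0417%, the last hardly above the Input. Each of the 11 covered less of the unplaced sequences than of the chromosomes, where H3K9me2 reached 41.8%, H3K56me2 32.5% and H3K27me3 6.38%. Of the bases covered on the unplaced sequences, 55.7% lay in peaks that touch an Input peak, against 39.3% on average and at most 42.7% in 100 rotations. Input peaks themselves could hold at most 12.7% of these bases, so the 55.7% includes sequence beyond the Input peaks. Read pileups at sites shared with the Input may therefore account for part of the signal. The other 44.3% lay in peaks without contact to an Input peak, for which poor placement of reads on repeats and a biological source remain untested.

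Organelle genomes carry no histones, yet the chloroplast sequence was covered beyond the Input level (35.5%) by 9 lists. The shares were 56.5% for H3K14me1, 56.2% for H3K4me2, 53.4% for H3K56me2, 50.9% for H3K27me1, 47.4% for H3K23me1, 46.9% for H3K56me1, 46.0% for H3K27me2, 43.3% for H4K5ac and 40.6% for H3K27me3. On the mitochondrial sequence (Input 23.9%) 7 of them exceeded the Input, with 37.96% for H3K56me1, 35.2% for H3K14me1, 34.4% for H3K27me2, 34.1% for H3K4me2, 33.6% for H3K23me1, 30.3% for H3K56me2 and 30.1% for H3K27me1. All 9 are broad lists, whose format joins neighbouring peaks, whereas the Input list is narrow. The 13 narrow lists with organelle peaks above the fold filter covered between 25.6% and 32.9% of the chloroplast sequence, none above the Input. Peak format is therefore a candidate explanation for the excess over Input, and a biological source has no basis in the design.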

How the results depend on the processing

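The lists with a replicate tag, narrow lists, the common p-value limit, bins over 1 kb from Input peaks, comparisons that rest on 1 constitutive list and the step of the Pol2 pileups were tried only after the data had been examined. The pileup filter, which leaves 1 constitutive list, was itself fixed in advance. No paired analysis was possible because every target has 1 library, so that the targets share a single replicate number.

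The difference between same-class and different-class pairs kept its direction and its side of the threshold in all 13 alternatives that gave a value, from 3.25 to 9.57, with permutation p-values from 1e-05 to 0.00945. The placements of H3K14me1, H3K23me1, H3K56me1 and H3K56me2 did so as well wherever they could be computed, as did H3K9ac with H3K9me2 (-15.94 to -8.41), H3K9ac with H3K27me3 (1.22 to 4.11, the upper end in bins over 1 kb from Input peaks, where unplaceable sequence can raise it), H3K9me2 with H3K27me3 (-9.38 to -5.47 where bins were shared), H3K4me3 with Pol2 (1.51 to 4.71), H4K12ac with H4K20ac (5.70 to 9.22) and H3K9ac at domain edges (3.59 to 6.62). With the pileup filter H3K9me2 was the only constitutive list, with 100 peaks, and shared 0 bins with H3K27me3 or H3K9ac, so that -10.08 and -11.03 are set by the 0.5 added to each cell. The class difference of 9.57 there has that list as the only constitutive one among 21, beside H3K27me3 and 19 euchromatin lists, and its size is not interpreted. H3K9me2 alone stands for constitutive heterochromatin in the placement of H3K23me3 (-12.65, exact permutation test, p = 0.0526) and in the terminal to central difference of euchromatin and constitutive heterochromatin (8.35, exact permutation test, p = 0.05). These kept their direction but did not pass the threshold. Both p-values are the smallest possible with 1 constitutive list. The other 4 placements could not be computed, as these marks kept fewer than 100 peaks. Broad lists gave no placement of H3K23me3, which is narrow, and the q-value filter none of H3K56me1.

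Under a q-value below 0.05, the terminal to central difference of euchromatin and constitutive heterochromatin vanished (-0.090, exact permutation test, p = 0.857, against 5.65e-06 to 0.857 over its 11 alternatives). So did that of acetylation and methylation (-0.034, permutation test, p = 0.963, against 0.00027 to 0.963). The signs turned, but no difference was detected. The alternative itself shows a reason, as 4 of the constitutive lists other than H3K9me2 entered with 101 peaks on the chromosomes in all, and H3K56me1 did not enter. Placements of 10.45 to 14.75 in the same alternative rest on those peaks. The difference between acetylation and methylation no longer passed the threshold with the pileup filter (1.27, permutation test, p = 0.112) or in narrow lists (0.27, exact permutation test, p = 0.481), where methylation lists other than 3 euchromatin marks are absent.

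H3K4me1 with Pol2 was the least stable pair. It lost significance at a fold above 2 (1.07), with the pileup filter (1.201) and with the q-value filter (1.27), and it reversed in the terminal zone (-0.81), with adjusted p-values from 0.00537 to 0.0989 over its 11 alternatives. It was higher in the central zone (2.95) and in 1 kb bins (2.204). The value over 1 kb from Input peaks (2.33) is not compared in size, because unplaceable sequence among those bins can raise it. In the terminal zone H3K4me2 with H3K27me3 reversed as well (-0.44), and H3K4me2 with Pol2 lost significance (0.070). The cause of the losses under the fold, pileup and q-value filters was not tested.

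The number of depleted pairs was 119 of 351, and 75 of 231 in lists with a replicate tag, 21 of 210 with the pileup filter and 24 of 325 with the q-value filter. Fewer lists and, for the q-value filter, nearly empty constitutive lists account for part of this. H3K27me3 covered at least 1 bp of 32.9% and at least 80% of 21.7% of the H3K9ac peaks. For the Input these shares were 43.8% and 0.294%, and for H3K9me2 1 bp of overlap gave 0.0168%.

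Depth, as far as the background floor shows it, does not by itself explain the low pileups of H3K27me1 and H3K56me1. H3K27me1, with a floor of 8.64 reads, had 44 peaks above a pileup of 36 and H3K56me1, with a floor of 3.08 reads, had 24, while H4K5ac, with a floor of 3.17 reads, had 15280. For H3K56me2, whose floor of 1.74 reads is the lowest of all lists, depth stays open. The Pol2 list entered the pileup filter with 54220 peaks by the solved pileup, and 56721 would enter by the fitted step. Removal of Input peaks took out 2.69% of H3K9ac and 1.38% of H3K27me3 peaks, so the small changes under it say little. The ratio at domain edges is fixed in part by the absence of H3K9ac from H3K9me2 peaks.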

Other observations

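Of the tests in this part, those on organelle folds, on Input co-occupancy of the constitutive lists, on the strength of H3K27me3 peaks, on bins away from Input peaks, on the fold against the background floor, on windows for the constitutive lists and within the zones, on the step of the Pol2 pileups, on the floor of H3K27me1 and on deleted or masked peaks were chosen after the result was seen. The others were written beforehand. No biological explanation was tested, unless stated.

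The 5 target lists without a replicate tag and the other 22 appear to rest on different backgrounds. Where peaks of narrow lists had midpoints within 100 bp, the solved background over its floor ranked alike between Pol2, H3K9ac and H3K4me1, with Spearman rho from 0.600 to 0.703 over 3 pairs, while rho between 1 list of each kind was at most 0.441 over 39 pairs. Pairs of the other kind had a median rho of 0.785, but spread from 0.0113 to 0.972 over 78 pairs, so rank agreement alone does not define that kind. Peaks are not independent replicates, so these are descriptions. Organelle peaks parted the lists in the same way. Pol2, H3K4me1 and H3K9me2 had none, and the highest organelle fold in H3K9ac and H3K36me3 was 1.48. In each of the other 22 lists, 21 to 113 peaks lay on the chloroplast sequence, with a maximum fold of 3.46 or more, up to 8.21. The Input list itself had 156 chloroplast peaks, with a fold of up to 9.79. The rank test covers 3 of the 5 lists, since H3K36me3 and H3K9me2 are broad, and the organelle test covers all 5. Together they are consistent with an Input control in the calls of those lists, of which the H3K4me1 file also names the Input, and a background taken from the immunoprecipitate itself in the others. Under such a scheme a wide domain may raise its own background, which is a candidate explanation for the absence of peaks longer than 12820 bp in the 22 lists. The Pol2 pileups point the same way for that list. They were whole multiples of 0.756 at 99.9% of 67811 peaks left out of the fit, against at most 1.0102% for 4 other steps, so this library was scaled down. MACS2 scales a library when a smaller control is given, which is the likely source. A difference between the marks themselves remains open, because H3K9me2 and H3K36me3 have no counterpart called in the other way.

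The few significant peaks of the 5 constitutive heterochromatin lists other than H3K9me2 do not describe the chromosomes. Of 661 peaks with a q-value under 0.05, 437 (66.1%) lay on unplaced sequences, 113 (17.1%) on organelle sequences and 111 on the chromosomes. Organelle reads thus account for a minority. Of the 111 on the chromosomes, 52.3% overlapped an Input peak with a q-value under 0.05, against 0.541% for shifted positions, so read pileups present in the Input may explain most of these. The same source is an unlikely explanation for the co-occupancy of the full lists, because their log2 odds ratios with Input lay between -0.46 and 0.18, below the lowest acetylation list (1.14). Arms and centres, at the scale of 1 Mb, are an unlikely sole source too, as all 10 pairs of these lists stayed positive within windows, from 0.27 (H3K27me1 with H3K56me2, interval 0.24 to 0.30) to 2.05. What the 5 lists show in the report rests on large numbers of weak peaks, and differences in background at a finer scale were not tested.

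Chromosome position may account for part of the association of H3K4me1 with Pol2. Within windows of 1 Mb the log2 odds ratio was -0.77 (bootstrap interval -0.88 to -0.65), against 1.296 over all bins. It was -1.28 within windows of the terminal zone (interval -1.37 to -1.18) and 0.93 within those of the central zone (interval 0.49 to 1.51). There the pooled value was 2.95, so position may carry a large part of it, and what remains argues only against position as the whole source. H3K4me2 with Pol2 fell from 1.92 over all bins to 0.25 within windows (interval 0.16 to 0.34), with -0.28 in the terminal zone (interval -0.35 to -0.21) and 1.81 in the central zone. Position does not account for H3K4me2 with H3K27me3 as a whole, which stayed positive within windows (0.66, interval 0.53 to 0.81) and was -0.57 within windows of the terminal zone and 2.60 within those of the central zone. Why the zones differ was not tested. Of the 215 enriched pairs 210 stayed positive within windows and 5 turned negative, and of the 119 depleted pairs 116 stayed negative and 3 turned positive.

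An acetylation and a Polycomb-type methylation shared sequence, as H3K27me3 covered 26.3% of the H3K9ac peaks. Position is an unlikely sole cause, since the log2 odds ratio within windows of 1 Mb was 1.46 (interval 1.39 to 1.54). Weak H3K27me3 calls are argued against too, because 33.7% of the bins in H3K27me3 peaks with a q-value under 0.05 lay in H3K9ac, against 34.2% for weaker peaks that were kept and 9.34% of the genome. In bins over 1 kb from Input peaks the log2 odds ratio was 4.11, and 37.5% of the H3K27me3 bins lay in H3K9ac, against 4.40% of all such bins, which argues against hot spots shared with the Input. Sequence to which no reads can be placed would collect among these bins and raise the odds ratio, so its height is not compared with 2.62. Cells of different state within a leaf, alleles and antibody cross-reaction could not be told from these lists.

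More than 50% of the H3K27me3 peaks (57.6%) fell under the fold filter. Reads of the same domain might raise the local background and so lower the fold. For 63.1% of these peaks the solved pileup gave no more than 1.5 against the floor of the background, so a raised background is not needed there. The other 36.9% would pass against the floor, with a median background of 1.45 times the floor. As these are chosen by their background, its source, the domain itself or anything else, cannot be told apart. Values of broad peaks are averages, so both shares are approximate.

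H3K27me1 stood apart among the constitutive heterochromatin targets. Its log2 odds ratio with H3K9me2 was -0.075, while the other 4 lists with a replicate tag reached 1.38 to 2.79. The fold filter, which removed 59.1% of its peaks, is at most part of this, since over every deposited peak the value rose to 0.74 and still lay below those of the other 4 (1.88 to 2.87). Its background floor (8.64 reads) was the highest of the 5 (the others 1.74 to 5.89), so low depth, as far as the floor shows it, points the other way. Limits of the antibody were not tested.

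In 12 of the 13 acetylation lists at most 1.05% of the peaks overlapped H3K9me2 peaks, and this near absence was checked for signs of editing. H3K4ac, with 22.2%, was the exception. Running numbers in the peak names were complete in all 28 lists, with 0 left out, which argues against deletion of called peaks without renumbering. A mask that keeps the peaks of every other list out of H3K9me2 regions is argued against as well. In 2 narrow lists, 48.3% of the H3K23me3 peaks and the named share of H3K4ac peaks overlapped H3K9me2 peaks. These overlaps do not address a mask on the 12 acetylation lists alone. Of the H3K9ac peaks, 15 of 78175 deposited on the chromosomes overlapped H3K9me2 peaks, and 0 of the 6870 with a q-value of 0.05 or more. An exclusion of H3K9ac and H3K9me2 on the same sequence is a hypothesis that these tests leave standing.

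H4K12ac and H4K20ac share a catalogue number in the labels. Use of 1 antibody for both would be expected to make them the most alike of the 78 acetylation pairs or nearly so, but with 20000 peaks each the pair ranked 14 by log2 odds ratio (9.22), behind H4K8ac with H4K12ac (10.94). The supplement of the study gives the same shared number, for immunostaining and for ChIP-seq, so a misprint in the labels alone is less likely. A misprint common to both sources remains possible, and libraries of unequal quality from 1 antibody could also rank lower.

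Input peaks coincided with acetylation peaks beyond shared position. Within windows of 1 Mb the log2 odds ratio with Input was 0.73 for H3K9ac, the lowest of the 13 acetylation lists, and 2.23 for H3K27ac. Position in the arms alone is therefore an unlikely explanation. Easier release of open chromatin on fragmentation is a further candidate that these lists cannot address. Calls without an Input control are another, which was not tested. H3K9ac, with 1.14 over all bins, is the only acetylation list without a replicate tag, and the others reached 1.52 to 2.41. Other lists without the tag were low too, from -1.06 (H3K9me2) to 1.06 (Pol2). The 5 constitutive lists with the tag lay between -0.46 and 0.18, so the tag alone does not set the value.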
